A study of Mus musculus with 2 samples. Its data were reported in "The Zinc Transporter SLC39A13/ZIP13 Is Required for Connective Tissue Development; Its Involvement in BMP/TGF-β Signaling Pathways" (2008).

How the data were processed

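The series holds 2 arrays, 1 of wild-type and 1 of Slc39a13-KO mouse primary osteoblasts. Slc39a13, also called ZIP13, is a zinc transporter of the SLC39/ZIP family, and the gene targeting in the KO mice removed exons 6 to 8. Per the labels, the osteoblasts were released from the calvaria (skull vault) of newborn mice by serial collagenase and dispase digestion, and the later fractions were cultured. Total RNA was labelled with biotin and hybridised to Affymetrix whole-genome mouse arrays, on which a probe set is a group of short oligonucleotides for 1 transcript. The number of pups behind each culture and their sex are not given in the sources used here.

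The deposited values are linear signal intensities, which the authors computed for each probe set with MAS5 according to the submitters' processing notes. The methods of the study name another procedure, gcRMA, for the study's own analysis. The values themselves settle which was deposited: they are positive linear numbers, and after trimming 2% at each end their mean is 500.003 in both arrays, as MAS5 scaling to a common target gives. The version of MAS5 is not given in the sources used here, and no detection calls were used. Because each array was scaled to the same trimmed mean, a difference in total mRNA per cell cannot be seen in these values. MAS5 does not pool arrays, so low signals are noisy.

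Each array held 45101 probe sets, of which 64 were controls. The platform annotation gave 1 gene symbol to 34945 probe sets, several to 932 and none to 9160. Of the probe sets with 1 symbol, 34741 (99.4%) were matched by gene ID to the RefSeq gene table of assembly GRCm38.p6, which was used only for names and for the chromosome of each gene, and 0 symbols differed on this update. Probe sets with several genes or none were left out of gene values.

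Both arrays were scaled to a common 2% trimmed mean. Signals below a floor, set at the 50th percentile of the pooled values (a signal of 85.1), were raised to the floor, and log2 was taken. A probe set was counted as measured if it was above the floor in at least 1 array. The log2 ratio is Slc39a13-KO minus wild-type. A gene took the mean log2 ratio over its measured probe sets, and its signals are the matching geometric means. A gene was called higher or lower if this mean was at least 2-fold, the threshold of the study, and all its measured probe sets had the same sign. Where a signal lay at the floor in 1 array, the ratio is a bound and is given as at least N-fold. For a gene with several probe sets this bounds their mean, and a single probe set can differ by less. List medians take such bounds as values. The median of the sex-linked list is not used, because Xist and the Y genes are expected to differ in opposite directions.

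With 1 array per genotype there was no replicate, and no test between genotypes and no p-value was computed. The number of arrays limits the precision, and the only error these data hold is technical, from probe sets of 1 gene read on the same 2 arrays. The SD of log2 ratios between probe sets of a gene had a median of 0.34 and a 90th percentile of 0.75. The calling step was tested on simulated data of 11639 genes with the median noise for every gene. It called 41.2% of genes changed 2-fold, 98.5% of those changed 4-fold and 100% of those changed 8-fold, and it called 14 of 11439 unchanged genes (0.122%). With the 90th percentile of the noise for every gene it called 38.2% of genes changed 2-fold and 1104 of 11798 unchanged genes (9.36%), so single calls of noisy genes near 2-fold, and of genes read by 1 probe set, whose noise is not known, are weak.

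Before the data were examined, 27 gene lists were fixed. They are zinc importers, zinc exporters with metallothioneins, osteoblast maturation, BMP targets, TGF-β targets, BMP/TGF-β pathway components, collagens and matrix, collagen processing, unfolded protein response, cell cycle, markers of chondrocytes, adipocytes, macrophages and osteoclasts, endothelium, skeletal muscle, smooth muscle and pericytes, neural and glial cells and epithelium, interferon response, inflammatory cytokines and proteases, Wnt pathway, cell junction and polarity, immediate early genes, hypoxia and glycolysis, cholesterol synthesis, sex-linked genes, and chromosome 2 neighbours of Slc39a13. The median log2 ratio of each list was placed among the medians of 10000 random lists of as many measured genes matched on signal in 10 bins, as a description of these 2 arrays and not a test. A further 3 lists were added after the data were seen: imprinted genes, Hox genes of groups 5 to 9, and X-linked genes that escape inactivation.

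Genes were named by a rule fixed before the data were examined. It takes Slc39a13, and Msx2 and Runx2, which the study reports for osteoblasts. It also takes Col1a2 and Smad7, which the study reports for dermal fibroblasts, and Col1a1, the other gene of type I collagen. Next come the 12 called genes with the largest difference in each direction, leaving out symbols of clones, predicted models and accessions. Those 12 had to be above the floor in both arrays, with a mean signal at least 2 times the floor. From each list come the called members with the largest difference, at most 4, or, where no member was called, the brightest. The symbol filter, read literally, also leaves out symbols that begin with C, D or E and a digit. Other genes are named as chosen after their values were seen.

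Alternatives planned in advance were no scaling, scaling on the median log2 ratio, quantile normalization, a floor at the 30th or 70th percentile or none, the brightest probe set in place of the mean, and only probe sets without the suffixes for shared transcripts. For the counts of genes, 1.5-fold and 3-fold thresholds, counting probe sets, the mean alone deciding, and only genes above the floor in both arrays were also planned. Scaling on the poly-A controls, loess and a count of autosomal genes only were chosen after seeing the data. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Chondrocyte arrays of the study were not analysed here.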

Results

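The expression profile of primary osteoblasts from newborn Slc39a13-KO mice was compared with that of wild-type osteoblasts, to ask which genes depend on this zinc transporter in bone-forming cells. Each genotype was read on 1 array, so every difference below is between 2 arrays and has no replicate check. The median signal was 78.2 in the wild-type array and 92.6 in the Slc39a13-KO array, with 48.2% and 51.8% of probe sets above the floor. Of 18194 genes on the array 12269 were measured, 6569 of them by 1 probe set. Across probe sets above the floor in both arrays, which are not independent replicates, the log2 signals correlated with r = 0.91.

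Slc39a13 was read by 1 probe set. Its signal was 1309 in the wild-type array and 90.4 in the Slc39a13-KO array, close to the floor of 85.1, a 14.5-fold difference. This goes with the labels of the 2 arrays. Whether this probe set lies within the removed exons 6 to 8 was not established here, so the value does not by itself show the deletion.

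Among the genes named by size, Penk and Matn4 stood highest above wild-type in the Slc39a13-KO array, and Crct1 and Elobl furthest below it. Penk, the precursor of enkephalin peptides, had a signal of 160.0 in wild-type and 32783 in Slc39a13-KO, a 205-fold difference. Matn4, a matrilin of the extracellular matrix, was 131-fold higher, Omd (osteomodulin), a keratan sulfate proteoglycan of bone, 67.9-fold higher and Col2a1, the main collagen of cartilage, 18.1-fold higher. Crct1, of the epidermal differentiation complex, was 86.7-fold lower with 7740 in wild-type and 89.3 in Slc39a13-KO, and Elobl was 68.9-fold lower. The Slc39a13-KO signal of Crct1 lay close to the floor of 85.1, so its fold is close to a bound.

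The other genes with the largest differences in the Slc39a13-KO direction were Mest, an imprinted gene (24.1-fold), Stard8 (18.4-fold), Nid2, a basement membrane nidogen (18.4-fold), Dlk1, an imprinted inhibitor of adipocyte differentiation (16.1-fold), Tent5a (16.0-fold), Abi3bp (15.2-fold), Clec11a, a secreted osteogenic factor (15.1-fold) and Tor4a (14.7-fold). Among those lower, Serpinb6b was 58.5-fold and Serpinb9b 47.7-fold lower, both intracellular serpins. Actg2, the enteric smooth muscle actin, was 41.7-fold lower, Igfbp6, which binds insulin-like growth factors, 20.9-fold, Rpl39l 19.2-fold and Nnmt, nicotinamide N-methyltransferase, 17.8-fold. Inhba was 14.4-fold lower, Cthrc1, a secreted protein with collagen repeats, 14.2-fold and Lama2, a laminin chain, 12.7-fold. Serpinb6b and Lama2 had Slc39a13-KO signals of 87.8 and 92.4, also close to the floor, so their folds are likewise close to bounds.

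Over all measured genes, 983 (8.01%) were at least 2-fold higher and 727 (5.93%) at least 2-fold lower in the Slc39a13-KO array. Of these, 610 and 465 were measured on both sides and the rest are bounds against the floor. At least 8-fold differences were seen for 79 genes higher and 57 lower, and 67.7% of measured genes lay within 1.5-fold. The median log2 ratio of all genes was 0.11 as scaled. The poly-A controls, bacterial RNAs normally added before labelling, were lower in the Slc39a13-KO array for 24 of 24 probe sets (median log2 ratio -1.02), whereas the hybridisation controls differed by a median of -0.16. With the arrays scaled on the poly-A controls the median of all genes was 0.94 and the share of called genes that were higher was 96.3% in place of 57.5%, so directions below are relative to the bulk of genes. The excess of genes higher over genes lower also depends on the scaling, since their share was 49.9% with median, 47.5% with quantile and 48.8% with loess scaling. The amount of poly-A control added per RNA is not given in the sources used here, so values with this scaling cannot be taken as the truer ones. It shifts all genes by 1 factor, so a list median a little below 0 turns sign with it whatever the list. List values with this scaling are therefore to be read against the 0.94 of all genes.

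**Figure D1:**
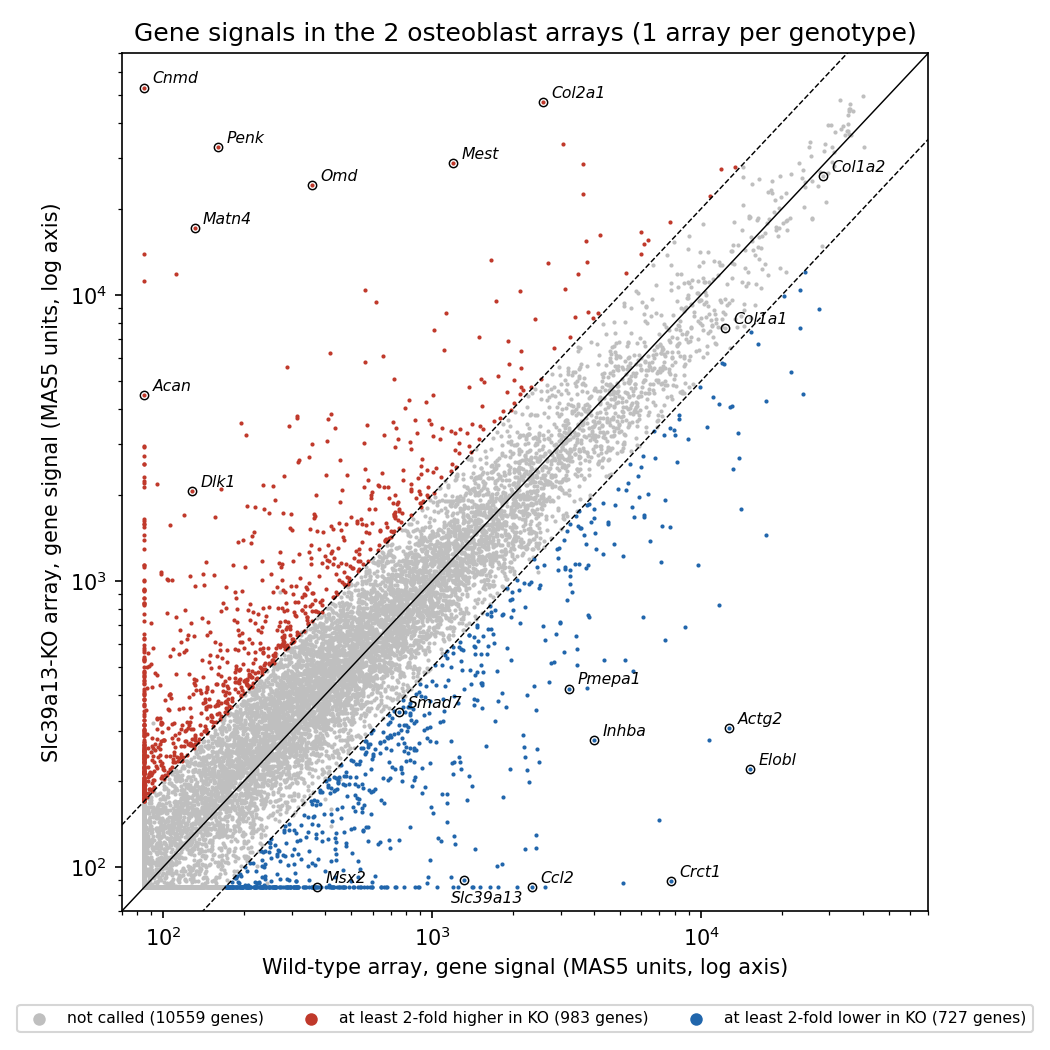
Gene signals in the wild-type array (horizontal, MAS5 units, log axis) against the Slc39a13-KO array (vertical, MAS5 units, log axis), each point 1 measured gene, with the solid line for equal signals and dashed lines for 2-fold differences. The 983 genes called higher are red and the 727 called lower are blue; Penk, Cnmd and Col2a1 lie far above the line and Slc39a13, Crct1 and Actg2 far below it, and points along the lower edges sit at the floor of 85.1.

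Markers of cartilage cells were higher in the Slc39a13-KO array almost throughout. Of 19 measured chondrocyte markers, 17 were at least 2-fold higher and 0 lower. Cnmd (chondromodulin), a secreted inhibitor of vessel growth in cartilage, was at the floor in wild-type and had a signal of 52990 in Slc39a13-KO, at least 623-fold higher. Col9a1, a collagen of cartilage fibrils, was at least 106-fold higher, Acan (aggrecan) at least 52.4-fold and the matrilin Matn1 at least 34.9-fold. Sox9, the master regulator of cartilage, chosen after its values were seen, was 11.8-fold higher (294 and 3480). The list median was 3.45, above every one of 10000 random lists.

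Genes of BMP/TGF-β signaling, the pathway the study singled out in these cells, differed in both directions. Of 19 measured BMP targets, 4 were at least 2-fold higher and 6 lower. Bambi, a decoy receptor, was 4.02-fold higher and the transcription factor Atoh8 3.32-fold higher. Grem1, a BMP antagonist, was 5.34-fold lower. Msx2, a homeobox gene induced by BMP in bone and teeth, had a signal of 373.5 in wild-type and lay below the floor in Slc39a13-KO, at least 4.39-fold lower. Id1 and Id2, direct BMP targets chosen after their values were seen, were 3.18-fold and 2.90-fold higher. Of the same family on this list, Id4 was 2.53-fold lower and Id3 was not called (log2 ratio 0.94). The BMP target median was -0.02, at the 23.8th percentile of random lists, and its sign was not fixed by the data. Over the scalings, floors and probe set choices fixed in advance it ran from -0.26 with the brightest probe set to 0.10 with the floor at the 30th percentile.

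TGF-β targets were lower as a group in the Slc39a13-KO array relative to the bulk of genes, with 8 of 25 measured members at least 2-fold lower and 1 higher. Pmepa1, a feedback inhibitor of TGF-β signaling, was 7.70-fold lower, with a log2 ratio of -2.95 (SD 0.49 between 3 probe sets). Col3a1, type III collagen, was 5.16-fold lower, Acta2 (smooth muscle α-actin) at least 3.06-fold and Postn (periostin) 3.04-fold lower. The Acta2 value is a mean of 2 probe sets, of which the brighter had signals of 36960 and 15487. Smad7, the inhibitory Smad, had signals of 755 and 348, a 2.17-fold difference. The member higher was Junb (2.28-fold), chosen after its values were seen. The list median of -0.50 lay below every one of 10000 random lists, and with poly-A scaling it was 0.46 against 0.94 for all genes. In the same array cartilage markers had a median of 3.45 and smooth muscle markers, which share Acta2, Cnn1 and Tagln with this list, a median of -1.02.

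Among 46 measured ligands, receptors, Smads and antagonists of the pathway, 8 were higher and 10 lower. Inhba, a subunit of activin A, had a signal of 4000 in wild-type and 276.9 in Slc39a13-KO. Bmp5 was at least 15.2-fold and Gdf10, a BMP-like ligand, 7.67-fold higher. Of members chosen after their values were seen, Bmp4 was 3.34-fold and Tgfb3 2.34-fold lower, whereas Bmp2 was at least 5.31-fold and the type II receptor Tgfbr2 5.03-fold higher. The list median was -0.16, at the 0.62nd percentile of random lists, but it was -0.02 with the floor at the 30th percentile, -0.01 at the 70th and 0.02 with only probe sets without the shared-transcript suffixes.

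**Figure D2:**
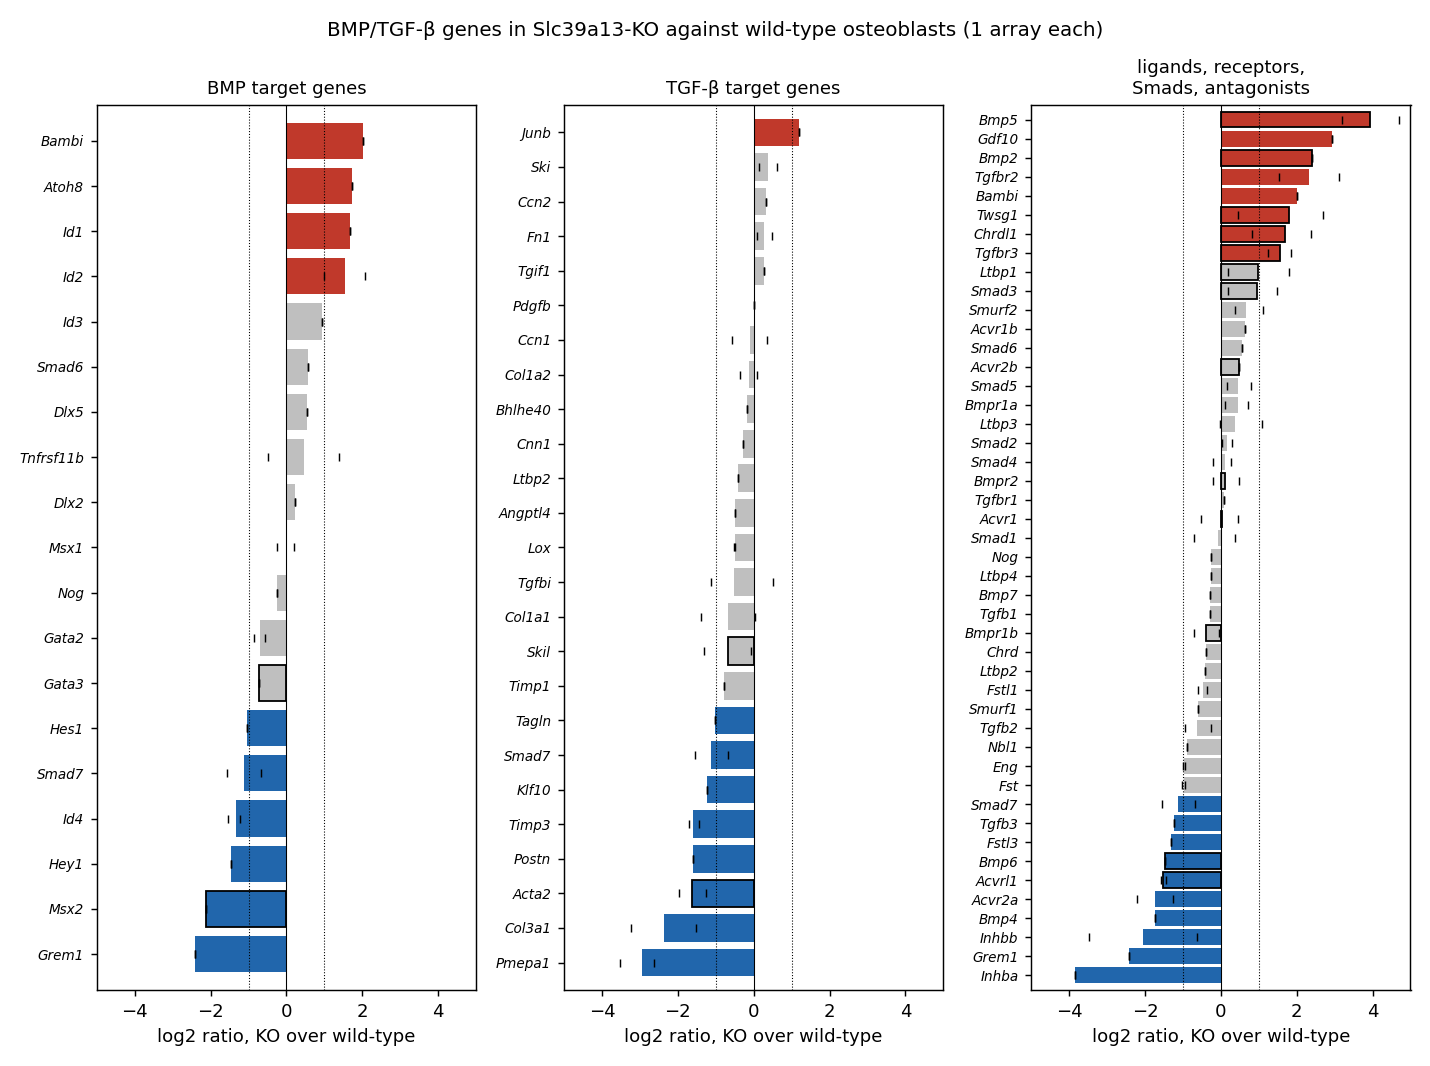
Log2 ratios of Slc39a13-KO over wild-type signals (horizontal axes) for the measured members of 3 lists, with bars for the mean over probe sets of a gene, ticks for its lowest and highest probe set, and a black outline where a signal lay at the floor and the ratio is a bound. Red bars are called higher and blue bars lower at the 2-fold threshold (dotted lines); 8 of 25 TGF-β targets are blue and 1 is red, and BMP targets lie on both sides from Grem1 to Bambi.

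Osteoblast genes differed in both directions. Of 16 measured genes of osteoblast maturation 5 were at least 2-fold higher in the Slc39a13-KO array and 1, Msx2, lower. Beside Omd, the parathyroid hormone receptor Pth1r was 5.20-fold higher (295 and 1534) and Dmp1, a matrix phosphoprotein of osteocytes, at least 4.50-fold higher. The list median was 0.38, at the 97.8th percentile, but it was 0.09 over the 10 genes measured with the floor at the 70th percentile, of which 2 were higher and 0 lower, and 0.59 with no floor. Several of these genes, Pth1r among them, are also expressed in cartilage, whose markers were higher in the same array. Runx2 had no named probe set here.

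Type I collagen, the main protein of bone and skin, was not called. Col1a2 had signals of 28503 and 25943, and Col1a1 had 12230 and 7655, but the log2 ratios of its 2 probe sets were -1.40 and 0.05. Of 32 measured collagens and matrix genes 7 were higher and 7 lower, with a median of -0.02 at the 56.1st percentile, from -0.11 to 0.07 over the choices fixed in advance. Ogn (osteoglycin), a small leucine-rich proteoglycan, had signals of 3061 and 33742, a log2 ratio of 3.46, and Col11a1, a fibrillar collagen of cartilage, was 6.15-fold higher. Lum and Fmod, proteoglycans of the same family as Ogn and chosen after their values were seen, were 3.44-fold and 4.14-fold higher. Eln (elastin) was at least 9.28-fold lower, beside Col3a1 and Postn.

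Genes for processing and cross-linking of collagen were on the higher side, with 6 of 27 higher and 3 lower and a median of 0.40 at the 99.8th percentile. Pcolce2, an enhancer of procollagen cleavage, was 8.37-fold higher, the lysyl oxidase relative Loxl4 4.80-fold and the prolyl 3-hydroxylase P3h2 4.72-fold higher. The procollagen protease Tll1 was at least 7.93-fold lower. Cartilage makes much collagen, and its markers were higher in the same array.

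Zinc transporters other than Slc39a13 were close between the arrays. Of 9 measured zinc importers 1 was called, Slc39a8, which was at least 3.10-fold lower, and the median was 0.0037 at the 35.9th percentile. Of 11 measured zinc exporters and metallothioneins, zinc-binding proteins some of which zinc itself induces, 1 was higher and 1 lower. Mt1 was 2.16-fold higher, with 1368 in wild-type and 2950 in Slc39a13-KO, and Mt3 at least 2.13-fold lower. The Mt1 value rests on 1 probe set with a shared-transcript suffix. Mt2, chosen after its values were seen, had signals of 515 and 927 (log2 ratio 0.85) and was not called. The median was 0.12, at the 59.8th percentile.

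Markers of other cell types were measured to see what the cultures held. Smooth muscle and pericyte markers were lower in the Slc39a13-KO array, with 8 of 15 lower and 1 higher and a median of -1.02. Actg2, Mcam, an adhesion molecule of pericytes (at least 10.5-fold), and Lmod1 (3.86-fold) were lower, and Smtn was 3.56-fold higher. Of 19 measured macrophage and osteoclast markers 9 were higher and 1, Cd53, was 3.50-fold lower. The osteoclast gene Ctsk was not called (log2 ratio -0.52), and Acp5 was too close to the floor to compare. These 3 genes were named after their values were seen. The lysozymes Lyz1 and Lyz2 were 9.25-fold and 8.41-fold higher, the protease Ctss at least 3.71-fold and the complement gene C1qb at least 3.70-fold. The measured Lyz1 probe sets all carry a shared-transcript suffix. Its other probe set lay below the floor in both arrays (54.5 and 54.4), so Lyz1 was not shown to differ apart from Lyz2. With only probe sets without such suffixes, 8 of 16 markers were higher and 1 lower. The list median was 0.73, at the 99.99th percentile, and 1.40 with no floor, but its excess over the median of all genes, 0.62, was 0.14 with poly-A scaling, where 24 members were measured.

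Of 11 adipocyte markers 3 were higher and 0 lower (median 0.50, 95.7th percentile). The median was 0.15 with the floor at the 30th percentile and 0.028 with only probe sets without the shared-transcript suffixes, where 1 of 9 was higher. Pparg, the master regulator of fat cells, was at least 10.2-fold higher, Fabp4 at least 6.29-fold and Plin4 6.24-fold. Endothelial markers were few, 7 measured with 1 higher and 2 lower (median 0.01, 23.7th percentile, and -0.33 over the 3 measured with the floor at the 70th). Ptprb was at least 12.3-fold and Flt1 at least 2.54-fold lower, and Erg at least 3.78-fold higher. Of 7 skeletal muscle markers 2 were lower, Actc1 by at least 2.41-fold and Acta1 by 2.17-fold, and the median was -0.34 (0.035 with the floor at the 30th percentile and -1.12 for the 1 measured with it at the 70th), at the 2.57th percentile. Of 12 neural and glial markers 1 was higher, S100b, which cartilage also expresses, by 12.8-fold, and 3 lower, Tubb3 by at least 6.55-fold, Stmn2 by 3.57-fold and Gap43 by 2.02-fold. The neural median was -0.05, at the 10.8th percentile, but -0.42 with the floor at the 70th percentile, -0.71 with only probe sets without the shared-transcript suffixes and -0.91 with no floor. Of 11 epithelial markers 1 was higher, Trp63 by at least 3.49-fold, and 2 lower, Perp by 6.90-fold and Dsp by at least 3.23-fold, with a median of -0.34 at the 1.54th percentile, which was -0.05 with the floor at the 30th percentile, -0.04 at the 70th and -0.11 with none.

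**Figure D3:**
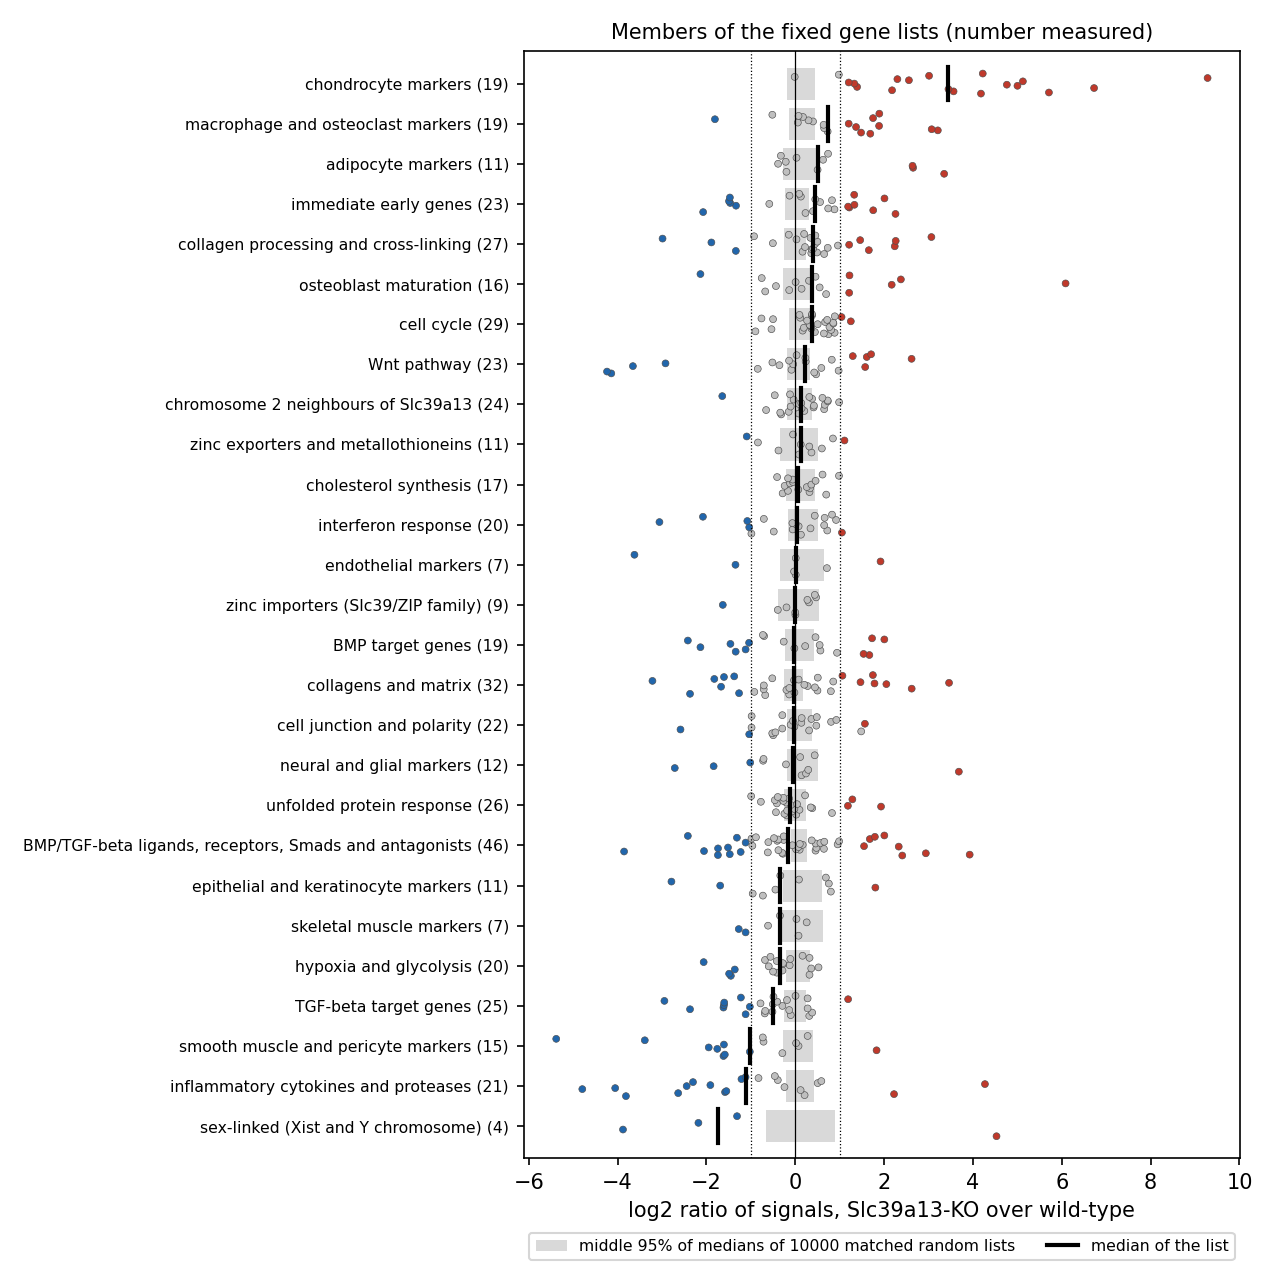
Log2 ratios of Slc39a13-KO over wild-type signals (horizontal axis) for the measured members of the 27 fixed lists, each point 1 gene, red if called higher and blue if called lower, with a black line at the list median and grey bands for the middle 95% of medians of 10000 matched random lists. The chondrocyte median of 3.45 lies far to the right of its band, and the TGF-β target, smooth muscle and inflammatory medians of -0.50, -1.02 and -1.12 lie to the left of theirs, positions that are relative to the bulk of genes.

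Inflammatory genes were lower in the Slc39a13-KO array, with 11 of 21 measured at least 2-fold lower and 2 higher. The monocyte chemoattractants Ccl2 and Ccl7 were at least 27.7-fold and 16.6-fold lower, and the cytokine Il6 at least 14.0-fold lower. Lcn2, a siderophore-binding protein, was at least 19.3-fold higher, and Il1rn, the interleukin-1 receptor antagonist, named after its values were seen, 4.67-fold higher. The median was -1.12, below every one of 10000 random lists. Against the median of all genes it was -1.22 as scaled and -0.91 with poly-A scaling. It was -0.54 with the floor at the 70th percentile, where 6 of 17 were lower, and -0.46 with no floor. Of 20 interferon response genes 1 was higher and 4 lower, among them Gbp2 (8.32-fold), Irgm1 (4.22-fold) and Gbp3 (at least 2.11-fold), while Irf9 was 2.07-fold higher. The interferon median of 0.04 lay at the 22.2nd percentile and ran from -0.13 to 0.16 over the choices fixed in advance.

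Hypoxia and glycolysis genes included 4 of 20 that were lower and 0 higher. The vasoactive peptide gene Adm was 4.17-fold lower, Pgk1 2.81-fold, Vegfa 2.73-fold and Hk2 2.57-fold, and the median was -0.35 at the 0.15th percentile (-0.20 with only probe sets without the shared-transcript suffixes). Cell cycle genes leaned the other way, with 2 of 29 called, Mcm6 (2.38-fold) and Kif11 (at least 2.06-fold), both higher, and a median of 0.38 at the 97.6th percentile. This median ran from 0.28 to 0.49 over the choices fixed in advance. The calls were 1 higher and 1 lower with quantile or loess scaling or the brightest probe set. They were 6 higher and 0 lower without shared-transcript suffixes. Of 23 immediate early genes 7 were higher and 5 lower (median 0.45, 99.9th percentile). Fos was 4.78-fold, Klf2 4.02-fold and Egr1 3.38-fold higher, and Fosl1 4.21-fold lower.

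In the Wnt pathway 5 of 23 measured genes were higher and 4 lower (median 0.23, 90.01st percentile, from 0.01 to 0.29 over the choices fixed in advance). The secreted antagonists Sfrp1 and Dkk2 were at least 18.9-fold and 17.6-fold lower, Ccn4, a Wnt-induced matricellular protein, 12.6-fold lower with 8709 in wild-type, and Nkd2 at least 7.57-fold lower. Of those higher, the receptor Fzd1 was 6.14-fold and the secreted antagonist Frzb 3.27-fold higher, both named after their values were seen. Of 26 genes of the unfolded protein response 3 were higher, Pdia4 (3.81-fold), Sel1l (at least 2.44-fold) and Pdia6 (2.27-fold), and 0 lower (median -0.12, 16.4th percentile). The Sel1l value is a mean of 5 probe sets, of which the brightest had signals of 2809 and 3268. Of 22 genes of cell junction and polarity, which the study considered in chondrocytes, 1 was higher and 2 were lower. Cdh2 (N-cadherin) was 5.99-fold and Cldn1 at least 2.05-fold lower. Prkci was at least 2.96-fold higher as a mean of 2 probe sets, of which the brighter had signals of 1784 and 3368. The list median was -0.03, at the 15.7th percentile, and ran from -0.11 to 0.04 over the choices fixed in advance. None of 17 cholesterol synthesis genes was called (median 0.07, 39.2nd percentile, from -0.02 to 0.34 over the choices fixed in advance), and Hmgcs1 and Fdps differed by log2 ratios of 0.70 and 0.07.

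The 2 arrays also differed in sex-linked genes. Xist, the RNA that silences an X chromosome in female cells, had a signal of 2188 in the Slc39a13-KO array, at least 23.1-fold higher. The Y chromosome genes Eif2s3y, Kdm5d and Uty lay at the floor there and were at least 14.7-fold, 4.53-fold and 2.48-fold lower. Neighbours of Slc39a13 on chromosome 2 were close between the arrays, with 1 of 24 measured genes called, the growth factor Mdk, which was 3.12-fold lower, and a median of 0.14 at the 59.9th percentile, from -0.0044 to 0.20 over the choices fixed in advance.

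Sex-linked genes and markers of several other cell types differed between the same 2 arrays as the genotype, so a difference given above cannot be assigned to the genotype from these data alone.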

Values the study reported

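For its pathway analysis the study used a 2-fold threshold between the genotypes. It reported BMP/TGF-β signaling as the pathway perturbed in both osteoblasts and chondrocytes, with a corrected hypergeometric P value below 0.01.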

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

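Probe sets to which the annotation used here gives no gene stand outside the gene comparisons, and some of them differed between the arrays. Of 2547 such probe sets that were measured, 166 were at least 2-fold higher in the Slc39a13-KO array (6.52%) and 113 at least 2-fold lower (4.44%). These shares are below those over all measured probe sets, 9.41% and 6.38%. No explanation was tested for them.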

How the results depend on the processing

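Poly-A scaling, loess and the autosomal count were chosen after the data were seen. Without replicates no array could be left out. The number of genes higher, 983, and lower, 727, stayed within 1.5 times with no scaling, median, quantile and loess scaling, the brightest probe set, probe sets without shared-transcript suffixes, the mean alone and autosomal genes, but genes lower outnumbered genes higher with median (830 and 833), quantile (774 and 854) and loess scaling (796 and 834). With the floor at the 30th percentile 1596 genes were higher. With the floor at the 70th percentile 506 were higher and 438 lower of 8738 measured genes, and with none 3078 and 2049 of 18194. The floor sets how many dim genes are counted and also bounds their ratios, and these effects were not separated. The threshold gave 2378 and 1480 at 1.5-fold and 366 and 332 at 3-fold. Counting probe sets gave 2355 and 1595, and only genes above the floor in both arrays 610 and 465. Poly-A scaling gave 5895 and 225, and kept 971 of the genes higher and 224 of those lower.

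Poly-A scaling moved the medians to 1.10 for osteoblast maturation, 0.84 for BMP targets and 0.94 for collagens and matrix, and reversed those of TGF-β targets (0.46), pathway components (0.76), epithelial markers (0.52), inflammatory genes (0.027) and hypoxia genes (0.61). It shifts all genes by 1 factor, so these signs say nothing of the lists, whose medians minus the 0.94 of all genes were -0.48, -0.18, -0.42, -0.91 and -0.33. The component median also reversed, to 0.017, with probe sets without shared-transcript suffixes; the cause was not tested. The chondrocyte median was 2.58 with the floor at the 70th percentile and 4.89 with none. Of 27 list medians, 27 moved by less than the probe set spread under each of no scaling, median, quantile and loess scaling. By more than that moved 3 with the floor at the 30th percentile, 6 at the 70th, 6 with none, 2 with the brightest probe set and 3 without shared-transcript suffixes, mostly markers of other cell types, inflammatory and sex-linked genes. Poly-A scaling moved 19 besides the 5 reversed and turned the sign of 11 in all, of which only the 5 lay outside the middle 95% of random lists. The sign of 10 list medians turned under at least 1 scaling, floor or probe set choice fixed in advance. With the floor at the 70th percentile 59 of 133 named genes still measured moved by more than that spread, none with a change of sign among called genes. Of 144 named genes, Gap43 reversed with poly-A scaling (0.0090) and Sgce with no floor (-0.28), where a dim probe set with signals of 35.2 and 8.06 enters its mean. Signals near the floor limit the dim genes, whose folds are bounds.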

Other observations

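Of the tests below, those of Hox genes, of osteoblast genes against TGF-β targets and of imprinted genes were chosen after the result was seen, and the X-linked genes that escape inactivation were listed after Xist and Eif2s3y were seen but before their own values. Several imprinted genes, which are expressed from the allele of 1 parent and many of which are high in fetal tissue, stood apart between the arrays. Mest and Dlk1 were 24.1-fold and 16.1-fold higher in Slc39a13-KO, and Peg3, also paternally expressed, was 10.3-fold higher with signals of 561 and 5804. Of 10 other measured imprinted genes, a list written after those 3 were seen, 2 were higher, Grb10 (2.68-fold) and Sgce (2.97-fold, though -0.28 in log2 with no floor), and 2 lower, Igf2 (5.37-fold) and Igf2r (2.30-fold). The median was 0.75, at the 99.95th percentile of random lists, although Igf2 itself had a signal of 2768 in wild-type and 515 in Slc39a13-KO.

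A few transcription factors were chosen because their values differed, so they stand for no group. Zic1 and Tfap2b, active in neural crest and cranial mesenchyme, were at least 12.5-fold and 10.1-fold lower in Slc39a13-KO, and En1 and Alx1 at least 3.40-fold and 2.77-fold lower. Pou3f4 was at least 25.0-fold, Pou3f3 at least 9.67-fold and Dlx1 at least 2.49-fold higher, although the probe sets of Pou3f3 differed by an SD of 2.96 in log2 ratio. C1qtnf3, a secreted protein, lay outside the naming rule by its symbol and was 38.6-fold lower, with signals of 10732 and 278.0.

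The source of the higher cartilage genes in the Slc39a13-KO array stays open. Of 16 measured chondrocyte markers besides Col2a1, Col9a1 and Sox9, 14 (87.5%) were at least 2-fold higher, as set in advance for cartilage cells in the culture, but 11 lay at the floor in wild-type and a cartilage programme switched on in other cells would give the same share, so these cannot be told apart. A rib-derived culture in place of calvaria, as a chondrocyte preparation can be, cannot be told apart by Hox genes of groups 5 to 9. The 7 measured members went both ways, from Hoxd8 (at least 3.48-fold lower) to Hoxa5 (2.02-fold higher), with a median of 0.0027. The 5 not called had signals of at most 137, close to the floor, so they could show little. Zic1 and Tfap2b, given above as lower, bear on this too, but they were picked for their values and do not settle it. Loss of Slc39a13 itself cannot be told apart from cartilage cells or a rib-derived culture either, with 1 array per genotype. The cells were cultured from digested calvaria without a sort that would remove cartilage cells.

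The sign of the TGF-β target median cannot decide whether the scaling between arrays made these targets lower. With the poly-A controls set to 0 it was 0.46 in 26 measured members, against 0.94 for all genes. This scaling is 1 factor for all genes, which turns any median a little below 0. Whether it is the truer scaling is not known. Against the median of all genes the targets lay at -0.61 as scaled and at -0.48 with poly-A scaling. The same difference was -0.62 with median, -0.61 with quantile and -0.63 with loess scaling. Median and poly-A scaling are each 1 factor for all genes, so apart from the floor they cannot move this difference. Quantile and loess scaling could move it. Their values argue against the scaling as the source of the targets' place below the bulk of genes. Fewer osteoblast-lineage cells in the Slc39a13-KO culture would lower osteoblast genes alike, yet the median of 14 osteoblast maturation genes lay 1.01 above that of the TGF-β targets (95% bootstrap interval over genes 0.41 to 1.90). That leaves the question open, because without members that cartilage also expresses the difference over 6 genes was 0.66 with an interval of -0.77 to 2.20. Genotype, with 1 array each, stays among the open explanations, untested.

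Pups of different sex behind the 2 arrays are a candidate source for part of the genes at least 2-fold apart. Of 398 measured X-linked genes 74 (18.6%) were called, against 1631 of 11820 autosomal genes (13.8%), a ratio of 1.35 with a 95% bootstrap interval of 1.07 to 1.64. A ratio of at least 2 was set in advance for sex as the main cause and one under 1.5 against it. The whole interval lay below 2 and includes values on both sides of 1.5. Neither mark can decide the question. Xist silences an X chromosome in female cells, and genes that escape can differ by less than 2-fold, which this count misses. Of such genes, Eif2s3x, Ddx3x and Kdm5c had log2 ratios of 0.94, 0.59 and 0.58 and were not called. Among X-linked genes that escape inactivation, 1 of 4 was called, Kdm6a at least 2.83-fold higher, and their median was 0.77, at the 97.8th percentile. Sex and genotype cannot be told apart for the autosomal genes with these 2 arrays.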
